A study of Mus musculus with 4 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

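The FNPs of 4 mouse embryos at E10.5 (29 somites) were dissected and sequenced by the study, 2 of WT and 2 of MD43 genotype. Stranded mRNA libraries were made from 100 ng of total RNA by selection of poly(A) RNA, per the labels. Groups, replicate numbers and sexes were taken from the sample labels.

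The authors trimmed the reads with TrimGalore and Cutadapt, mapped them with hisat2 to the mouse genome (GRCm38) and quantified them in SeqMonk with its RNA quantitation pipeline. The deposited table holds log2 RPKM values, normalised by the authors for library size and transcript length, in 1 column per genotype. It also holds the authors' log2 fold change and mean of the 2 columns. The authors tested the 2 MD43 against the 2 WT libraries with the edgeR-based test built into SeqMonk after leaving out the sex chromosomes, and the deposited FDR (q-value) is listed for genes under their threshold of 0.05 alone. Which form of that test was used is not stated. The table has 33708 rows on 19 autosomes, and its fold change column equals the MD43 column minus the WT column to within 4.59e-07. All fold changes given are this difference.

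The analysis had been planned on read counts with a quasi-likelihood test, camera gene set tests, a sex check and other splits of the 4 libraries. The table holds neither counts nor values per library, so none of these was run, and the authors' FDR is the test used. No standard deviation, replicate number or p-value was computed from the genotype values.

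The table was joined to GENCODE M21 (GRCm38) on symbol, chromosome, start and end, and 33101 rows matched. Reads were recovered as follows. The most frequent log2 fold change, -0.4758, was shared by 12862 rows (38.2%), and in 97.9% of those with a match the log2 RPKM value plus the log2 of the exon length in kb was the same constant. Taking these as genes without reads, with a library without reads counted as 0.9 reads, the square of each value relative to the constant gave the product of the read counts of the 2 libraries. Of the products under 1000, 99.9% were whole numbers, 0.9 times a whole number, or 0.81, in both MD43 (19839 products) and WT (20250 products). Between 100 and 1000 the shares were 99.8% and 99.7%, against 3.38% and 4.13% for randomly scaled products. The value of a genotype was therefore taken as the mean of the log2 RPKM of its 2 libraries. In general the counts of the single libraries cannot be separated from the product, and the geometric mean of both is used as the reads of a genotype. Some low products do fix both counts, such as the MD43 product of 1 for Gm26872, with 1 read in each library. A single library without reads was also found for 2132 genes in MD43 and 2171 in WT. Which embryo a count belongs to cannot be told. The implied depth was 22328791 reads for MD43 and 16055882 reads for WT, a ratio of 1.39. No read in any library was found for 12302 genes.

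The smallest counting error of a log2 fold change was computed from the geometric-mean reads. Because the mean of the inverse counts cannot be smaller than the inverse of the geometric mean, it is a lower limit, and it covers counting error alone. Where a genotype had at most 3 reads, the fold was computed against 3 reads and is given as a bound. Such a bound is not a confidence limit, since it leaves out counting error and variation between embryos. Genes with at least 10 reads in at least 1 genotype (15377) were used for lists and random draws.

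Of the gene lists, 12 were written before the data were examined but after the study's list of changed genes had been read, and the members of that list were left out. No gene is in more than 1 list. A symbol found in several rows was counted once. The median log2 fold change of a list was compared with 10000 random lists, in which each member was replaced by a gene drawn from the 200 genes nearest in mean log2 RPKM. The filter, this comparison and all of its alternatives were chosen after the data were seen. A further 6 lists were written after the genes with the largest changes had been seen and before the values of their own members had been looked at.

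The named genes are the 10 with the smallest FDR, the 3 genes called in the other direction, Smchd1, and up to 5 members of each list outside its random lists. The planned rule also required both MD43 libraries to lie on the same side of both WT libraries, which could not be applied, and members of lists were ranked by the size of their change because no p-value was listed for them.

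A correction for GC content and transcript length subtracted a quadratic fit over the used genes, which accounted for 1.40% of the variance of the log2 fold change. The GC content was that of the longest transcript. Other alternatives were pseudocounts of 0.1 and 1 RPKM, centring on the median of the used genes, other filters, random lists matched on reads in place of mean log2 RPKM, an FDR under 0.01 and a 2-fold minimum. The recovery was tested on simulated data of 33101 genes with 2 libraries per group and 200 changed genes. All products under 1000 were recovered within 0.01 (100% of 19796 and of 20363), and 100% of the 200 changed genes had the planted sign. Of 200 simulated lists of 10 genes, 100% of those shifted by 0.5 on the log2 scale lay above the 97.5th percentile, and 4% of the unshifted lists lay outside the 2.5th to 97.5th percentiles. The shift was added to the median of a list, and these simulated genes varied independently, unlike genes of a tissue. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Gene Ontology terms and SMCHD1 binding sites were not used here.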

Results

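RNA sequencing of the frontonasal prominence (FNP), the facial tissue that gives rise to the nose and snout, was analysed in 4 mouse embryos at E10.5 of gestation, all at the 29-somite stage. The embryos belonged to 2 genotypes. There were 2 Smchd1 wild-type embryos (WT, 1 female and 1 male) and 2 embryos homozygous for MommeD43 (MD43, 2 males), a chemically induced missense allele of Smchd1. SMCHD1 is a chromatin protein that takes part in gene silencing, and variants of the human gene are linked to a disorder of nose development. WT replicate 2 and MD43 replicate 2 came from the same mother, and the 2 replicate 1 embryos came from other mothers. The sexes are those of the sample labels and were not checked here. Another record of the study gives WT replicate 2 as female, and if that holds, sex and genotype vary together in all 4 embryos. The 2 genotypes were compared to find transcripts whose level differs in this tissue when SMCHD1 carries the MD43 change.

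The table analysed held 33708 rows of autosomal genes, with the authors' log2 RPKM value (read density scaled for transcript length and library size) for each genotype. The 2 libraries of a genotype were merged into this value, so no value below carries a spread between replicates and no replicate check of a difference was possible. Genes on the sex chromosomes were not analysed here. The depth implied by the values was 22328791 reads per library for MD43 and 16055882 reads for WT, each a geometric mean over the 2 libraries. The product of the read counts of the 2 libraries of a genotype was recovered from the values, and reads given below are the square root of this product, that is, the geometric mean of the 2 libraries. The error given with a log2 fold change is the smallest standard error that read counting alone allows at these reads, and it does not include the variation between embryos.

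Smchd1 (ENSMUSG00000024054, GRCm38 chromosome 17, 71344489 to 71475343, minus strand, protein coding) was examined first because it carries the mutation. Its value was 3.30 log2 RPKM in MD43 and 3.31 in WT, from 4390 and 3185 reads. The log2 fold change was -0.01 ± 0.02 (counting SE), which was smaller than its counting error. After a correction for GC content and transcript length it was 0.073. No FDR was listed for Smchd1.

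In the authors' deposited table, 56 genes carried a false discovery rate (FDR), with values from 6.35e-15 to 0.0424. The MD43 value was lower than the WT value for 53 of them (94.6%) and higher for 3. With an FDR under 0.01, 36 genes were left, 35 lower and 1 higher. The 53 lower genes had a median log2 fold change of -2.65, ranging from -5.93 to -0.89. When every genotype at or under 3 reads was set to 3 reads, the median was -2.46. As a group these genes had low expression, although the highest reached 1658 reads in WT. Their median was 61.2 reads in WT and 13.7 in MD43, and 14 of the 53 had at most 3 reads in MD43, so that the size of their decrease is known as a bound alone and the listed value can exceed it. The median of the mean log2 RPKM was -1.05 for the 56 genes and 2.34 for the 15377 genes with at least 10 reads in a genotype. Of the 56 genes, 39 were protein coding and the rest were annotated as antisense (7), lincRNA (5), TEC (3) or processed transcript (2). They lay on 18 chromosomes.

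**Figure D1:**
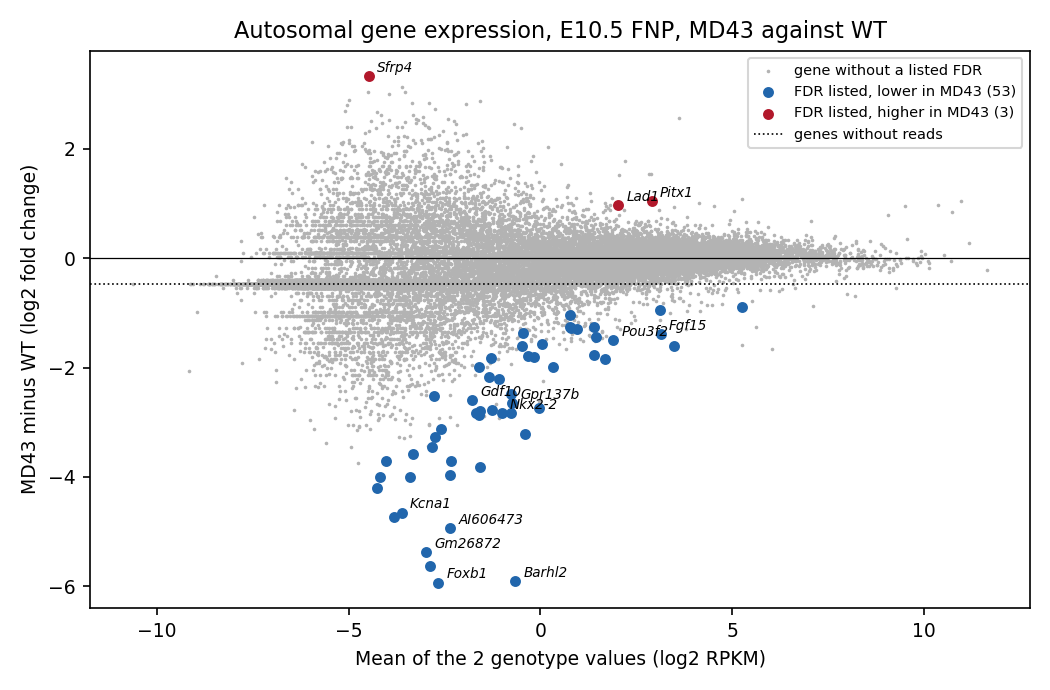
Log2 fold change (MD43 minus WT) against the mean of the 2 genotype values (log2 RPKM) for all autosomal genes of the table, each point a gene. The 53 genes with an FDR that were lower in MD43 are blue, the 3 that were higher are red, and the dotted line marks -0.48, where genes without reads in any library lie.

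The gene with the smallest FDR was Barhl2 (ENSMUSG00000034384, chromosome 5, 106452523 to 106458166, minus strand). It had 4.24 reads in MD43 and 183 in WT, a log2 fold change of -5.91 ± 0.50 (counting SE), or 60.0-fold lower, and the authors' deposited table listed an FDR of 6.35e-15. Foxb1 (ENSMUSG00000059246, chromosome 9, 69757710 to 69760940, minus strand) had 1.34 reads in MD43 and 58.8 in WT and was at least 27.3-fold lower, with an FDR of 2.73e-08 in the authors' deposited table. Nkx2-2 (ENSMUSG00000027434, chromosome 2, 147177546 to 147194243, minus strand) had 61.2 reads in WT and was 7.12-fold lower in MD43, a log2 fold change of -2.83 ± 0.32. Pou3f2 (ENSMUSG00000095139, chromosome 4, 22482780 to 22488366, minus strand) fell from 563 to 277 reads, a log2 fold change of -1.50 ± 0.07. Fgf15 (ENSMUSG00000031073, chromosome 7, 144896531 to 144900953, plus strand) fell from 695 to 369 reads, a log2 fold change of -1.39 ± 0.07. Foxb1, Nkx2-2 and Fgf15 each overlap another of the 56 genes on the opposite strand, and the use of strand in the authors' counting is not stated, so reads of these pairs can be shared.

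The other genes among the 10 with the smallest FDR were AI606473, Gm26872, Gpr137b, Gdf10 and Kcna1. AI606473 (chromosome 3, 154330821 to 154334254) was at least 19.3-fold lower in MD43, Gm26872 (chromosome 5, 106465800 to 106471007) at least 13.8-fold lower and Kcna1 (chromosome 6, 126640397 to 126646384) at least 14.5-fold lower. These bounds set the MD43 reads to 3 and are not confidence limits. Gpr137b (chromosome 13, 13357620 to 13394014) was 6.30-fold lower and Gdf10 (chromosome 14, 33923587 to 33937983) 6.02-fold lower. With a pseudocount of 1 RPKM the log2 fold change of Barhl2 was -2.45 and that of Kcna1 was -0.47, since a pseudocount of this size exceeds the level of these genes in MD43.

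Of the 3 genes that were higher in MD43, Pitx1 (ENSMUSG00000021506, chromosome 13, 55825051 to 55836192, minus strand) rose from 221 to 636 reads, a log2 fold change of 1.05 ± 0.08, with an FDR of 0.00945 in the authors' deposited table. Lad1 (ENSMUSG00000041782, chromosome 1, 135818598 to 135833342, plus strand) rose from 158 to 429 reads, a log2 fold change of 0.96 ± 0.09, with an FDR of 0.0362 in the authors' deposited table. Sfrp4 (ENSMUSG00000021319, chromosome 13, 19623104 to 19632994, plus strand) had 0.949 reads in WT and 13.3 in MD43 and was at least 3.18-fold higher, with an FDR of 0.0407 in the authors' deposited table.

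**Figure D2:**
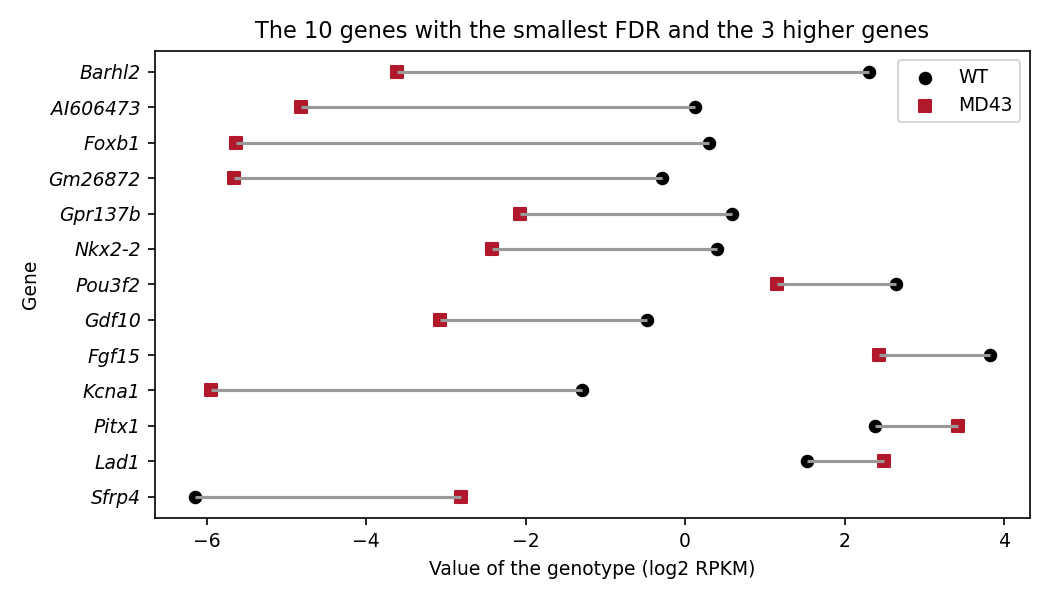
The authors' log2 RPKM value of each genotype for the 10 genes with the smallest FDR and the 3 higher genes, WT as black circles and MD43 as red squares. The first 10 genes lie lower in MD43, from Barhl2 (-3.61 against 2.30) to Kcna1 (-5.95 against -1.29), and Pitx1, Lad1 and Sfrp4 lie higher.

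Several of the 56 genes were neighbours. Of them, 19 lay within 100 kb of another, and 10 of these overlapped it. In 10000 random draws of 56 genes with at least 10 reads in a genotype, the median number within 100 kb of another was 0 and the maximum was 8. Counting genes within 100 kb of each other as 1 locus, the 56 genes formed 46 loci. The pair Barhl2 and Gm26872 lay 7634 bp apart on the same strand.

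Sets of marker genes were then compared, because a dissected piece can differ in its content of neighbouring tissues and because clustered protocadherins and the Snrpn imprinted cluster are families that SMCHD1 silences. For each of the 12 lists, the median log2 fold change of members with at least 10 reads in a genotype was placed among 10000 random lists of the same size matched on mean expression. This percentile describes these libraries. It is not a test of the genotypes, since embryos of 1 genotype can also differ in such lists. A Hox list of 39 genes had no member with 10 reads. Of the other 11 lists, 6 lay outside the central 95% of their random lists and 5 lay within.

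The list of diencephalon and optic vesicle genes was lower in MD43, with a median log2 fold change of -0.60, below all 10000 random lists (percentile 0), and 14 of its 15 members were lower. Otp (-1.57 ± 0.31), Sim1 (-1.48 ± 0.33) and Dbx1 (-1.40 ± 0.15) moved most, on 15.9, 14.7 and 68.7 reads in MD43 against 33.9, 29.4 and 131 in WT. The decrease was smaller where members of low expression counted less. The median was -0.30 for the 9 members with a mean log2 RPKM of at least 0 (percentile 0.05) and -0.26 with a pseudocount of 1 RPKM (percentile 0). The summed reads, scaled to depth, differed by -0.27 on the log2 scale. With all 18 listed members the median was -0.64. The red blood cell list was higher, with a median of 0.84 and 7 of 7 members higher (percentile 100). Its most abundant member, Hbb-bh1, had 38866 reads in MD43 and 13591 in WT, a log2 fold change of 1.04 ± 0.01. The near-identical genes Hba-a1 and Hba-a2 listed different values (0.68 and 2.57), which are uncertain because the copies can share reads. The surface ectoderm list had a median of 0.60 (percentile 100), with Cldn6 at 0.87 ± 0.05 and Cdh1 at 0.73 ± 0.05, and 8 of 10 members higher.

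The other lists moved less or in both directions. The first pharyngeal arch list had a median of 0.49 (percentile 99.97), but its 7 members ranged from Lhx6 at -1.55 ± 0.22 to Gsc at 1.32 ± 0.31, and with all of its listed members and random lists matched on reads its median of 0.27 lay within the random lists (percentile 97.17). The telencephalon list had a median of 0.21 (percentile 99.78), with Emx1 at 0.54 ± 0.08 and Neurog2 at -1.06 ± 0.10, and with all of its listed members its median of 0.11 lay within the random lists (percentile 93.1). The facial mesenchyme list had a median of -0.11 (percentile 0.645) over 6 lower and 5 higher members. The medians of the neural progenitor (0.03), young neuron (-0.11) and endothelium (-0.08) lists lay within their random lists. So did that of the Snrpn imprinted cluster (-0.07), with 4 members lower and 2 higher, and that of the clustered protocadherins (0.03). The protocadherin median was set by the 21 Pcdhg genes among its 39 used members and says little of the other members.

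Within the clustered protocadherins, the 13 Pcdha genes had a median of 0.43 and the 21 Pcdhg genes a median of 0.02. The genes of each of these groups share their last exons, so that their near-identical values are not separate measurements. The 22 Pcdhb genes had few reads, and only 5 of them reached 10 reads in a genotype, with a median of -1.41. The Pcdhb reads summed to 93.0 in MD43 and 143 in WT. Among random lists the Pcdha median lay at percentile 97.87, the Pcdhg median at 31.2 and the Pcdhb median at 0.28. These percentiles treat the members as separate, which genes with shared exons are not. These subsets were formed after the values were seen.

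**Figure D3:**
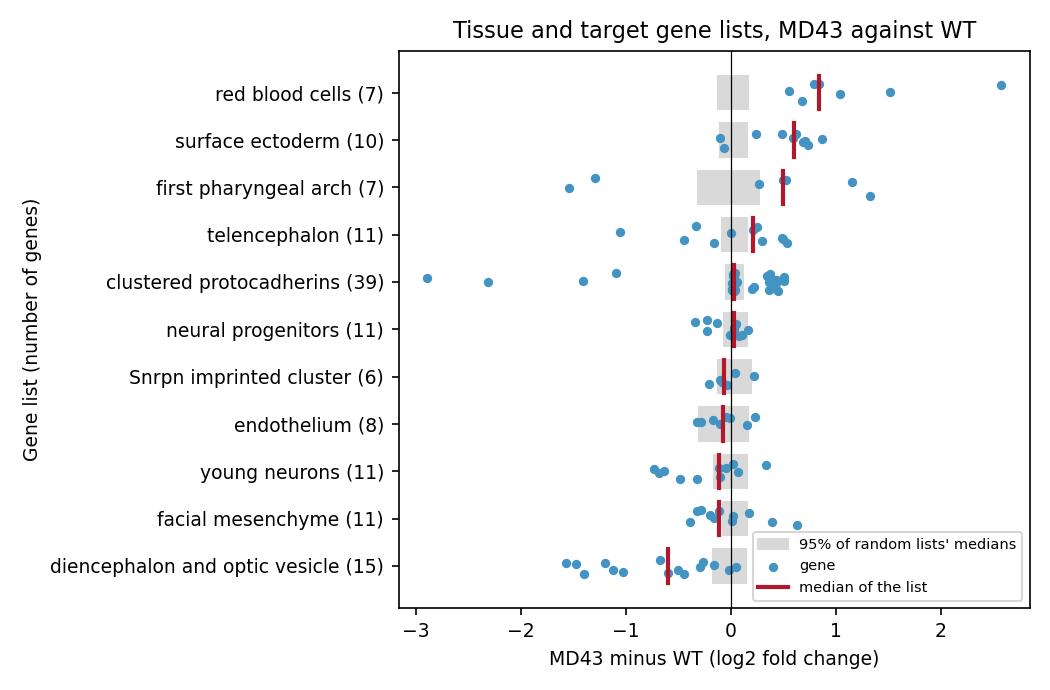
Log2 fold change (MD43 minus WT) of the members of each gene list with at least 10 reads in a genotype, each blue point a gene, the red bar the median of the list and the grey box the central 95% of the medians of 10000 matched random lists. The red blood cell (0.84) and surface ectoderm (0.60) medians lie above their boxes, and the diencephalon and optic vesicle median (-0.60) lies below its box.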

Values the study reported

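The study reported 56 differentially expressed genes (FDR < 0.05) between the FNPs of homozygous MommeD43 and wild-type embryos, with the sex chromosomes left out. Of these genes, 53 were reported as downregulated and 3 as upregulated in the mutant embryos.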

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

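Apart from the 2 thresholds on the called genes, the alternatives below were chosen after the data were seen. With a 2-fold minimum added to the FDR under 0.05, 53 genes passed, 51 lower and 2 higher. With an FDR under 0.01, 36 genes passed, 35 lower and 1 higher, by the stricter threshold itself. Both thresholds keep part of the same 56 genes, and 35 genes passed both.

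Smchd1 changed sign, from -0.01 to 0.073 on the log2 scale, under the GC content and length correction, more than its counting error, and the cause was not tested. Its value under the pseudocounts and the centring stayed within that error. Of the 153 alternatives for the 17 lists with a value, 146 left the list on its side of the random lists. These alternatives are not separate checks. Centring moves a list and its random lists alike, so it cannot change the percentile. For some lists, such as the neural progenitors, the alternatives matched on reads gave the same percentile. The telencephalon median fell to 0.11 with all listed members and then lay within the random lists, whether matched on mean log2 RPKM or on reads. The first pharyngeal arch median fell to 0.27 with all listed members and lay within random lists matched on reads. The members added were Neurod6 to the telencephalon list and Hand1 and Hand2 to the arch list, each with at most 3 reads in both genotypes, so both medians fell through genes at or near the floor. The clustered protocadherins, at 0.023 with all listed members, then lay outside random lists matched on mean log2 RPKM and within those matched on reads. The young neuron median was -0.16 after the GC content and length correction and lay outside, and the cause was not tested. The histone median was 0.08 for members with a mean log2 RPKM of at least 0 and 0.074 for members with a mean of at least 10 reads over both genotypes, and lay within the random lists in both. None of the 10 genes with the smallest FDR and the 3 higher genes changed direction under the 4 alternatives run on them, and 19 of their 52 values moved outside the 95% interval that the counting error allows. A pseudocount cannot reverse the sign of a change. The centring and the GC content and length correction were small against these changes, so the kept directions are no test of robustness.

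No paired analysis was possible because the table holds no values per library. For the same reason the planned scalings (size factors, upper quartile, library totals), tests (DESeq2, exact, voom and legacy quasi-likelihood), count filters, sex chromosomes, sex covariate, fits that leave out 1 library, comparison of litter mates, fry and camera were not run. Whether 1 library decides any of the 56 calls is therefore unknown. Depth limits the lowest genes. For the 14 called genes with at most 3 reads in MD43, the size of the decrease is known as a bound alone.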

Other observations

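The tests of the floor, of all neural tissue, of silencing, of blood vessels, of histone genes under other filters and against lists matched on reads and of the size of the called decreases were chosen after their values had been seen, and the further gene lists were chosen after the genes with the largest changes had been seen, as were the single genes named from outside the lists.

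Of all rows, 70.5% list a negative log2 fold change, which could be read as a general decrease in MD43. Among genes with at least 10 reads in a genotype the share was 48.8%, and among the 10757 genes with at least 100 reads in both genotypes it was 47.2%. The excess is consistent with the floor given to genes without reads, which lies 0.48 lower in MD43 because its libraries were 1.39 times deeper. For a gene without reads, the listed value reflects depth alone.

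The floor argues little for the direction of the called genes. Of the 53 lower genes, 30 had at least 10 reads in both genotypes, where the floor does not act, and the median of the 53 was -2.62 after the correction for GC content and transcript length. Among the 15377 genes with at least 10 reads in a genotype, 380 were at least 2-fold lower and 252 at least 2-fold higher. Among the 12580 genes with at least 50 reads in a genotype, 119 were at least 2-fold lower, of which 29 were called, and 39 were at least 2-fold higher, of which 1 was called. Less diencephalic tissue in the MD43 pieces may add to these decreases. However, 41 of the 53 genes fell by more than any used member of the diencephalon and optic vesicle list. The genes were called for the size of their change, and loss of a small region would lower its own genes by more than such a list, so tissue content and regulation of these genes cannot be told apart.

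The diencephalon and optic vesicle list (median -0.60) was tested against 4 explanations. A lower share of all neural tissue was compared with the telencephalon list (median 0.21, 7 higher and 4 lower) and the neural progenitors (0.03, 6 higher and 5 lower). These medians argue against an even decrease of all neural genes. They do not exclude a lower share, since members went both ways, with Pax6 at -0.35 ± 0.03 and Sox1 at -0.23 ± 0.04. The called genes, most of them lower, had also been left out of the lists. With all listed members the telencephalon median was 0.11, within its random lists. The young neurons went the other way, with a median of -0.11 and 8 of 11 lower, and -0.16 after the GC content and length correction, a smaller decrease than that of the diencephalon list. A loss of neurons in particular stays open. After the GC content and length correction the median of the list was -0.63 and lay below its random lists, which argues against that bias. Less diencephalic tissue in the MD43 pieces is a candidate explanation, since a second list of 12 used diencephalic genes had a median of -0.36 (percentile 0.17), with 9 lower. Stronger silencing by the mutant protein stays open. The Snrpn cluster, a known target, had a median of -0.067, which does not exclude silencing of other genes, and tissue and genotype vary together without values per library. The clustered protocadherins, also a target, went both ways. Their summed reads, scaled to depth, differed by -1.10 on the log2 scale for Pcdhb, on few reads, 0.42 for Pcdha and 0.036 for Pcdhg. All 15 used members of the diencephalon and optic vesicle list had at least 10 reads in WT, so the tissue sampled includes cells that express them.

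The surface ectoderm list (median 0.60) may reflect a larger share of epithelium in the MD43 pieces. A second list of 16 used epithelial genes had a median of 0.24 (percentile 99.98), with 10 higher and 6 lower, and all 16 had at least 10 reads in WT. The first list kept a median of 0.62 after the GC content and length correction. Pitx1 and Lad1, which were called higher, were not in these lists. Different dissection borders and an effect of the genotype or of the litters on epithelium stay open.

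The red blood cell list (median 0.84) is consistent with more blood in the MD43 pieces. A second list of 12 used erythroid genes had a median of 0.34 (percentile 100), with 11 higher. More vessel tissue is argued against by the endothelium list, whose median was -0.080. The most abundant globin genes rose together, Hbb-bh1 by 1.04, Hbb-y by 0.84 and Hba-x by 0.79 on the log2 scale. Whether this is residual blood from dissection or a property of the embryos was not tested.

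Genes that respond to low oxygen were among the larger decreases without an FDR, such as Bnip3 at -1.58. A list of 22 further genes of this response had a median of -0.52, below all 10000 random lists, with 20 lower, and -0.50 after the GC content and length correction. A response that was stronger in the WT pieces is a candidate explanation, and its cause was not tested. The paper states that the pieces were frozen on dry ice immediately after dissection in ice-cold PBS. All 22 had at least 10 reads in WT. A list of 17 used amino acid stress genes, tested because Trib3 was also lower, had a median of -0.26 with 14 lower, consistent with a stress response that was stronger in the WT pieces. Litter, handling and genotype stay open for both lists, since no library values are used here.

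RNA that mostly lacks a poly(A) tail was higher in MD43, with Rpph1 at 1.78 and Rmrp at 1.53, and Gm42418, a gene with ribosomal RNA sequence, at 0.96. More such RNA passing selection in the MD43 libraries is a candidate explanation. Replication-dependent histone genes, whose transcripts mostly lack the tail, were used as a test, with an outcome that depended on the filter. The 24 genes with at least 10 reads in a genotype had a median of 0.54 (percentile 100), with 17 higher and 7 lower. Only 12 of the 24 had 10 reads in WT, and the minimum in either genotype admits genes partly by their change. With a filter on the mean reads over both genotypes, 15 genes had a median of 0.074, within random lists matched on reads (percentile 86.28), with 8 higher and 7 lower. With all 67 listed genes the median was also 0.074, at percentile 99.9 of lists matched on reads. The summed reads of the 24 genes, scaled to depth, differed by 0.058 on the log2 scale. The explanation stays undecided, since the histone genes had few reads and went both ways.

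Called genes lay near each other more often than random draws. Reads shared between overlapping genes could account for the 10 genes that overlap another called gene, but 9 more lay within 100 kb of one without overlap, where the maximum over 10000 draws was 8. Regulation of neighbouring genes together, unannotated extensions of transcripts and content of a tissue that expresses both stay open, as untested. The Pcdhb genes were lower in MD43 on few reads. The summed reads, scaled to depth, of the 22 genes differed by -1.10 on the log2 scale, a difference that the floor for genes without reads could not make.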
